A study of Mus musculus with 51 samples.

How the data were processed

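The study measured gene expression in captured regions of the mouse cochlea with GeoMx, a method that photocleaves barcoded probes from chosen areas of a tissue section and counts them by sequencing. Per the labels, 6 µm fresh-frozen sections came from male CBA/CaJ mice aged 16 weeks, with 5 animals per treatment. The 51 regions fell into 4 groups by title: 13 neuron and 8 supporting-cell regions after noise, and 16 neuron and 14 supporting-cell regions after a mock exposure. The labels did not tie regions to animals. Each group held more regions than the 5 animals, so some regions shared an animal and every p-value over regions given here is too small.

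The authors deposited 1 file of signal values per region and 1 table of the whole series, which held the same values (largest difference 0). Each file listed 6249 rows, 6248 genes and 1 negative probe. The aligner, the gene filter and the genome build were not given in the sources used here, and no coordinates are printed. The deposited signal had the same upper quartile, 3.12, in every region, so the authors had scaled each region to a common upper quartile. Within a region nearly all values were whole multiples of its lowest value, which is what 1 read was worth (99.99% of values within 0.01 of a whole number, over 50 regions). The reads recovered by this division had a floor of 1 in every region and none was 0; how counts of 0 had been treated was not given in the sources used here. In 1 region, noise neuron replicate 6, all values were equal, and no depth could be told; it stayed in the main comparisons as the design fixed it. A total of 66 entries held a letter in place of a number, 60 of them in noise supporting-cell regions and 6 in mock supporting-cell regions; these were treated as missing. In 1 gene the values were not whole multiples, and it was left out of the tests on reads. The labels listed for noise supporting-cell replicate 8 a read file of another well; its values were used as titled, and the count was repeated without it.

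Counts had been planned for edgeR. The files held scaled signal, so the design written for that case was used: limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(value + 1), with 1 mean for each of the 4 groups over all 51 regions. Genes with a mean at or above the 0.25 quantile (a value of 1.88) were tested, 4686 of 6248. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The SEs of limma fold changes were drawn from the spread common to genes of a similar mean. For a gene that varies more than such genes, the SE and p are too small. P-values were adjusted by Benjamini-Hochberg within each comparison and called at an adjusted p of 0.05. The 4 comparisons were noise against mock in neurons, noise against mock in supporting cells, the difference of these effects, and neurons against supporting cells under mock exposure. Gene lists were tested with camera at a preset correlation of 0.01, with missing entries set to the group mean for this test alone, and with an estimated correlation and fry as alternatives.

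The groups, tests, gene lists and naming rule were fixed before the values were seen. Of the tests in the closing section only the counts over other splits of the regions were written down before a value of theirs was seen. The test against matched random lists was run with and without noise neuron replicate 6, the latter added after the former had been seen, and both are given. It took mock level from 1 set of mock regions and the change from the remaining set, averaged over both ways, and was repeated with all mock regions for both. Genes named are, for each comparison, the 4 largest rises and the 4 largest falls past the threshold whose mean was at or above the median of the genes tested (a value of 2.32), with Hspa1a, Hspa1b, Hsph1, Dnajb1, Hsp90aa1, Hspb1, Hsf1, Fos, Egr1, Atf3 and Jun for the treatment and Nefl, Tubb3, Snap25, Sox2 and Gjb2 for the region type. Some genes picked by this rule are not reported here. Of these, Hspa1a, Hspa1b, Dnajb1, Hspb1, Fos, Egr1, Atf3 and Gjb2 were not analysed here, and Sox2 fell below the filter on low values. The heat-shock list held 32 genes, 18 of them tested. The immediate-early list held 31 genes, 4 of them tested. The lists of cell-type markers had 9 of 12 neuron genes, 7 of 9 glia genes and 2 of 6 bone and connective tissue genes tested. None of the 9 organ of Corti supporting-cell, 6 hair-cell, 5 blood and 5 macrophage markers was tested, and no test was made of these lists.

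Of the 6248 symbols, 6233 matched a current symbol of the RefSeq table for GRCm38.p6, 4 matched a synonym and 11 matched neither. That table was used for names and for the share of protein-coding symbols listed.

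The test was also run on simulated data. Reads were drawn for the real genes from their mean shares and the real totals, with a dispersion of 0.0114, the floor of 1 read and the same scaling, and 200 genes were changed in the noise regions. In the simulated neuron comparison, 37 of 77 genes changed 2-fold (48.1%) and 74 of 76 changed 4-fold (97.4%) were called among 4686 genes tested, with 2 calls among unchanged genes. In the simulated supporting-cell comparison, 17 of 83 genes changed 2-fold (20.5%) and 68 of 82 changed 4-fold (82.9%) were called among 4686 genes tested, and 14 of the 99 calls were unchanged genes. In that comparison edgeR on the simulated reads made 77 calls, 1 of them an unchanged gene. The simulation used 1 dispersion for all genes and drew regions independently, with noise neuron replicate 6 drawn like the others. For genes that vary more, and for regions that share an animal, the shares recovered may be too high. Calls among unchanged genes may be too few for the same reasons.

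Alternatives were other size factors, pseudocounts of 0.1 and 10, no filter and a stricter filter at the 0.5 quantile, only the groups compared, the negative probe subtracted or as a covariate, log2 total as a covariate, the label replicate number as a block, and 5 regions per group drawn 20 times. Chosen after seeing the data were TMM factors, a common floor at a value of 1.56, leaving out noise neuron replicate 6, leaving out each noise supporting-cell region in turn, leaving out 5 regions shallow in reads above 1 per gene, the mean log2 value of 568 olfactory receptor genes as a covariate, that covariate without noise neuron replicate 6, the region of interest as a block, and count tests on the recovered reads of 4646 genes and 50 regions (edgeR 4.0.16, DESeq2 1.42.0 and limma voom with quality weights). Figures were drawn with matplotlib 3.10.9.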

Results

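Spatial transcriptomics was carried out on cochlear sections of CBA/CaJ mice to ask how an acute noise exposure changed expression in spiral ganglion neurons and in the cells around them. The series title places this in work on the heat-shock pathway and a compound that activates it, but the groups were exposed to noise or mock only. Exposed animals had received 2 h of broadband noise at 100 dB SPL. The labels gave the time of collection in 2 ways: titles and treatment entries added 4 h to the exposure, while the design text placed collection directly after it. Regions were named for neurons or supporting cells, with 13 and 8 regions after noise and 16 and 14 after mock exposure. All 22 supporting-cell regions had been captured in the same numbered area as a neuron region.

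The regions were shallow. Recovered reads per region ranged from 10147 to 58022 in mock neurons (median 23494), from 12128 to 88156 in noise neurons (median 26710), from 9607 to 22926 in mock supporting cells (median 12885) and from 11770 to 25605 in noise supporting cells (median 16882), over 6248 genes. These totals include the floor of 1 read per gene. The upper quartile gene had 2 to 15 reads, and the median share of genes at the floor was 31.3% in mock neurons, 19.2% in noise neurons, 51.6% in mock supporting cells and 35.4% in noise supporting cells. Noise neuron replicate 6 is left out of these ranges because all its values were equal. The negative probe had a mean of 1.09 ± 0.314 (SD, n = 16) in mock neurons, 1.12 ± 0.235 (n = 12) in noise neurons, 1.54 ± 0.256 (n = 14) in mock supporting cells and 1.42 ± 0.202 (n = 8) in noise supporting cells. The mean log2 value of the olfactory receptor genes was 1.41 ± 0.112 in mock neurons and 1.60 ± 0.105 in noise neurons. In mock and noise supporting cells it was 1.65 ± 0.0777 and 1.71 ± 0.106. By this measure background was higher in noise neurons than in mock neurons, though the negative probe differed little.

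**Figure D1:**
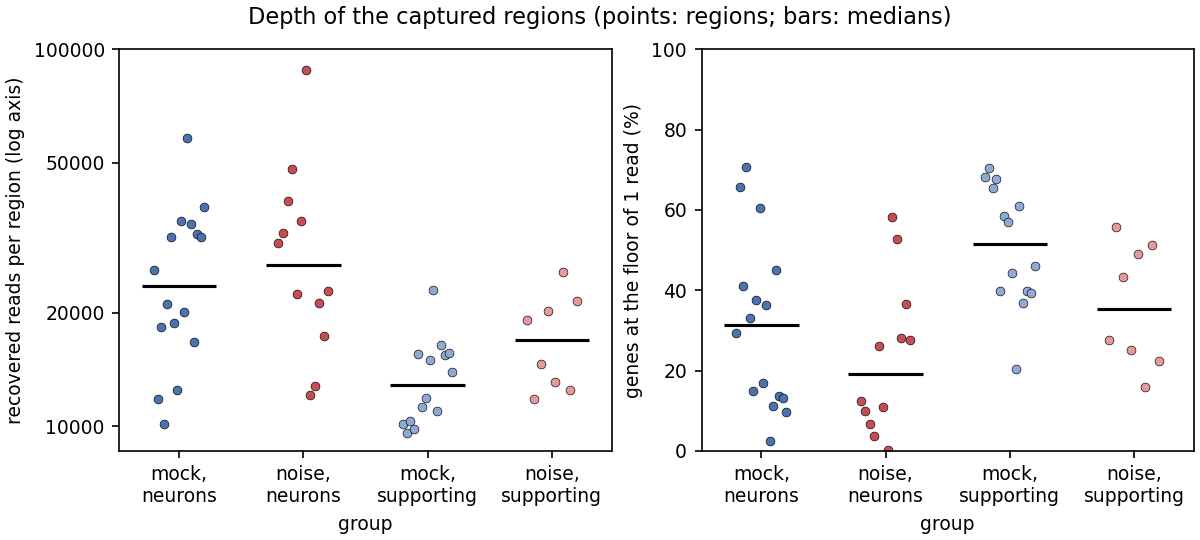
Depth of the captured regions by group, without noise neuron replicate 6. The left panel plots recovered reads per region on a log axis, and the right panel plots the percentage of genes at the floor of 1 read; points are regions and bars are group medians, with the highest median depth in noise neurons (26710) and the lowest in mock supporting cells (12885).

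The captured region types were compared under mock exposure first, since this comparison tests the region labels. Of 4686 genes, 894 differed between mock neuron and mock supporting-cell regions (limma, adjusted p below 0.05), 630 higher in neurons and 264 higher in supporting cells. These p-values are over regions, which outnumber the animals, and are too small. Drawing 5 regions per group, the number of animals, left a median of 283.5 genes. Of the 264 genes higher in supporting cells 37 were olfactory receptor genes, against 0 of the 630 higher in neurons. With the olfactory receptor mean as a covariate 393 genes were higher in neurons and 32 in supporting cells. Background may thus be behind part of the 264. Nefl was at 50.8 ± 16.0 (SD, n = 16) in neurons and 11.5 ± 4.90 (n = 14) in supporting cells, a log2 fold change of 2.10 (SE 0.22, adjusted p 1.36e-18), and all 16 neuron regions lay above the supporting-cell mean. Calb2 and Thy1 were higher in neurons by log2 fold changes of 2.07 and 2.01. Snap25 was higher by 1.79 (SE 0.22, adjusted p 3.6e-14) and Tubb3 by 0.98 (SE 0.20, adjusted p 2.76e-05). Apod was at 2.87 ± 1.48 in neurons and 12.9 ± 7.76 in supporting cells, a log2 fold change of -1.77 (SE 0.21, adjusted p 2.17e-15). Coch had a log2 fold change of -1.74, with all 16 neuron regions below the supporting-cell mean for both genes.

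The marker lists followed the region types in this comparison. The 9 neuron genes had a median log2 fold change of 1.79 (camera p 9.3e-23) and the 7 glia genes one of -1.08 (camera p 4.24e-13). The 2 bone and connective tissue genes, Sparc and Spp1, had a median of 0.38 (camera p 0.308), with 1 gene higher and 1 lower. The neuron and glia results held with an estimated correlation (p 9.95e-06 and 3.27e-08). P-values of these set tests are over regions and too small for the same reason.

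The next comparison asked which genes changed in neuron regions after noise. Noise and mock neurons differed in 35 of 4686 genes, 14 higher and 21 lower after noise, with absolute log2 fold changes between 0.68 and 1.20. At an unadjusted p below 0.05 there were 720 genes, where 234.3 would fall by chance. The p-values are over regions and too small. With 5 regions per group, the number of animals, the count was a median of 0 genes by limma (range 0 to 5 over 20 draws). It was 3 with the olfactory receptor mean as a covariate, with or without noise neuron replicate 6, 175 by edgeR (17 higher, 158 lower) and 133 by DESeq2 (12 higher, 121 lower) on the recovered reads. Without noise neuron replicate 6 there were 31 genes, 10 higher and 21 lower. Elof1, the smallest adjusted p, was at 9.17 ± 4.87 (SD, n = 13) after noise and 3.44 ± 2.13 (n = 16) after mock, a log2 fold change of 1.20 (SE 0.21, adjusted p 8.64e-05). All 12 noise regions with usable values lay above the mock mean, with a median of 20 reads against 5. Over 18 alternatives its adjusted p ranged from 4.41e-06 to 0.188. It was above 0.05 in 2, with the olfactory receptor mean as a covariate, where Elof1 rose by 1.05 (adjusted p 0.0604), and with that covariate but without noise neuron replicate 6 (0.92, adjusted p 0.188). Pradc1, Olfr461 and Shisal1 rose by 0.86, 0.78 and 0.76 on the log2 scale (adjusted p 0.0101, 0.0244 and 0.0308), from medians of 2, 2 and 2.5 reads in mock regions, and over 21 alternatives each their adjusted p ranged up to 0.188, 0.472 and 0.705. Each was highest with that covariate and without that region, where Pradc1, Olfr461 and Shisal1 rose by 0.88, 0.64 and 0.44. Olfr461 was 1 of 5 olfactory receptor genes among the 14 that rose.

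Ghitm was at 3.16 ± 1.66 (SD, n = 13) after noise and 6.86 ± 3.01 (n = 16) after mock, a log2 fold change of -0.95 (SE 0.20, adjusted p 0.00559). Map1a had a log2 fold change of -0.94 (SE 0.22, adjusted p 0.0101). For both genes all 12 noise regions with usable values lay below the mock mean. Over 21 alternatives the adjusted p ranged from 0.000286 to 0.188 for Ghitm and from 1.61e-05 to 0.584 for Map1a. With the olfactory receptor mean as a covariate the log2 fold changes of Ghitm and Map1a were -0.90 and -0.59, and without noise neuron replicate 6 as well -0.88 and -0.68, all above an adjusted p of 0.05.

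In supporting-cell regions, noise and mock differed in 17 of 4686 genes, 3 higher and 14 lower, and 468 genes had an unadjusted p below 0.05. These p-values, too, are over regions and too small. The count moved most when the negative probe was subtracted, which left 1 gene. Leaving out the noise regions 1 at a time gave 3 to 18 genes. Elof1 was at 27.9 ± 20.0 (SD, n = 7) after noise and 3.85 ± 3.03 (n = 14) after mock, a log2 fold change of 2.49 (SE 0.26, limma adjusted p 1.96e-17). The 7 noise regions ranged from 6.24 to 57.7 and the mock regions from 1.04 to 9.36, with median reads of 18 and 2.5. The limma SE and p rest on the spread of genes of a similar mean and are too small for Elof1, whose noise regions varied widely. Without the 2 highest noise regions the difference of mean log2 values was 1.98 (SE 0.44). A two-sided exact permutation test of the difference in mean log2 values gave p 6.88e-05 over 116280 splits. Replicate 7 had no number for Elof1. Rgs19 was at 11.0 ± 2.30 (n = 7) and 5.65 ± 4.69 (n = 14), a log2 fold change of 1.08 (SE 0.26, limma adjusted p 0.0228), and in 6 of 18 alternatives its adjusted p was above 0.05 (range 0.00655 to 0.131); it also had an entry without a number. Olfr1458 rose by 0.86 on the log2 scale (adjusted p 0.0441) from a median of 1 read, and in 11 of 20 alternatives its adjusted p was above 0.05 (range 0.0213 to 0.242).

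Aatk was at 4.70 ± 2.24 (SD, n = 8) after noise and 11.1 ± 3.85 (n = 14) after mock in supporting cells, a log2 fold change of -1.14 (SE 0.26, limma adjusted p 0.0112). Pmp22 and Ldhb had log2 fold changes of -1.09 and -1.06 (adjusted p 0.0151 and 0.0262). All 8 noise regions lay below the mock mean for each of these 3 genes. Over 21 alternatives the adjusted p ranged from 0.000829 to 0.123 for Aatk, from 1.07e-05 to 0.182 for Pmp22 and from 0.00212 to 0.123 for Ldhb. Each was highest with the negative probe subtracted, where the log2 fold changes were -1.40, -1.23 and -1.37 in that order.

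Elof1 was the only gene called higher in both region types, where independent lists would share 0.009 genes.

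**Figure D2:**
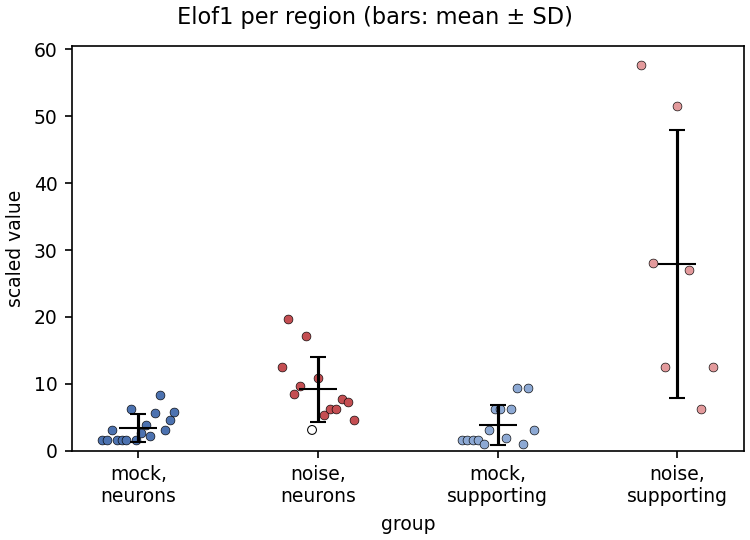
Scaled values of Elof1 in each region by group. Points are regions, the open point is noise neuron replicate 6, and the bars are means with SD; Elof1 averaged 27.9 after noise and 3.85 after mock in supporting cells.

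Whether the noise effect differed between region types was tested as a difference of effects. No gene passed an adjusted p of 0.05 in limma, and the smallest adjusted p was 0.457 (Apoe). At an unadjusted p below 0.05 there were 315 genes in limma, 181 by edgeR and 121 by DESeq2, and both count tests also called 0 genes; p-values over regions are too small here as well. A pseudocount of 10 gave 1 gene. Genes called in 1 region type only were not shown to differ between the region types.

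The heat-shock genes were examined because of the pathway the series addresses. Of 18 genes tested, 15 were lower after noise in neurons and 14 in supporting cells. The median log2 fold change was -0.30 in neurons (camera p 1.27e-05, 7.64e-05 after adjustment over 6 set tests), against 0.05 over all genes. In supporting cells it was -0.21 (camera p 0.0064, adjusted 0.0192), against -0.03 over all genes. P-values are over regions and too small. With an estimated correlation the neuron result held (p 0.00261) and that in supporting cells did not (p 0.053), and with the olfactory receptor mean as a covariate the p-values were 0.0593 and 0.0526, or 0.0476 and 0.0430 when noise neuron replicate 6 was left out as well. Over all genes 1 gene of the list was called in neurons and 0 in supporting cells; adjusted over the list alone there were 1 and 3. Ubb fell by 0.81 in neurons (SE 0.22, adjusted p 0.036), the only heat-shock gene past the threshold over all genes. Hsp90b1, Cryab and Hsf1 in supporting cells had log2 fold changes of -0.80, -0.75 and -0.74, with adjusted p of 0.121, 0.174 and 0.107 over all genes and 0.0101, 0.0192 and 0.0101 adjusted over the list alone; Ubb, Hsp90b1 and Cryab are named because so few passed, after their values were seen. The list's effect did not differ detectably between region types (median difference -0.15, camera p 0.197).

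Single heat-shock genes fixed in advance did not pass the threshold. Hsp90aa1 was at 13.5 ± 5.25 (SD, n = 13) after noise and 18.7 ± 4.50 (n = 16) after mock in neurons, a log2 fold change of -0.53 (SE 0.22, adjusted p 0.212), and was past the threshold by edgeR (adjusted p 0.0347) and DESeq2 (0.037) on the recovered reads, in a range of 0.0347 to 0.919 over 21 alternatives. Hsph1 had a log2 fold change of -0.43 in neurons (SE 0.19, adjusted p 0.261) and -0.02 in supporting cells (SE 0.23, adjusted p 0.986). Hsf1 changed by 0.06 (SE 0.18, adjusted p 0.91) in neurons and by -0.74 (SE 0.22, adjusted p 0.107) in supporting cells, at medians of 1 to 3 reads per group.

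**Figure D3:**
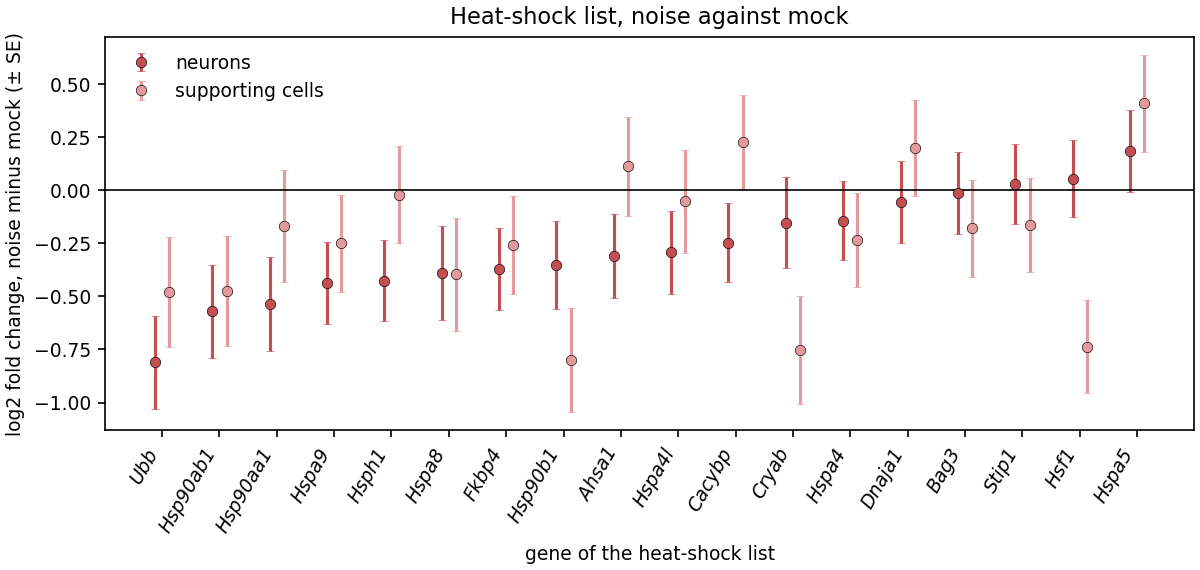
Log2 fold changes (noise minus mock, ± SE) of the 18 heat-shock genes tested, in neurons (dark) and supporting cells (light). The genes are sorted by their change in neurons, and 15 lie below 0 in neurons and 14 in supporting cells.

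Of the immediate-early genes 4 were tested. Their median log2 fold change was 0.16 in neurons (camera p 0.995) and 0.24 in supporting cells (camera p 0.037, adjusted 0.0741). In both, 0 genes were called over all genes or adjusted over the list alone. The fry test, which asks whether the genes of the set shifted in a shared direction, gave p 0.00776 in supporting cells. Jun changed by 0.21 (SE 0.18, adjusted p 0.6) in neurons and by 0.16 (SE 0.22, adjusted p 0.843) in supporting cells. The list's effect did not differ detectably between region types (median difference -0.20, camera p 0.0693). P-values over regions are too small here too.

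The marker lists shifted with noise. In neuron regions the 9 neuron genes were all lower, with a median log2 fold change of -0.63 (camera p 1.91e-10), and 2 were called over all genes and 5 adjusted over the list alone. Without noise neuron replicate 6 the median was -0.42 (camera p 1.9e-06). In supporting cells their median was -0.03 (camera p 0.855). The 7 glia genes had a median of -0.33 in neurons (camera p 0.000236, 6 lower) and -0.87 in supporting cells (camera p 1.01e-11, all 7 lower); 3 were called over all genes in supporting cells and 5 adjusted over the list alone. The bone and connective tissue genes had medians of -0.43 in neurons (camera p 0.0162) and -0.22 in supporting cells (camera p 0.328). With an estimated correlation the neuron list in neurons (p 0.00246), the glia list in both region types (p 0.00163 and 1.35e-07) and the bone list in neurons (p 0.0196) stayed below 0.05. With the olfactory receptor mean as a covariate the neuron list (-0.20, camera p 0.205) and the bone list (-0.34, camera p 0.144) in neurons did not. Without noise neuron replicate 6 as well they were at -0.25 (camera p 0.018) and -0.39 (camera p 0.0902). These p-values are over regions and too small.

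The rows of the files were uneven along the alphabet, and the noise effect shifted with it. The files listed 13.8% of protein-coding symbols from A to K, 29.1% from L to M, 59.0% from N to Slc26 and 22.6% after that. The median log2 fold change with noise in neurons was -0.16, 0.00, 0.15 and -0.03 in these stretches, and in supporting cells -0.17, -0.06, 0.05 and -0.09. The gap between N to Slc26 and A to K was 0.32 (jackknife SE 0.04) in neurons and 0.22 (SE 0.05) in supporting cells. Of the 21 genes called lower in neurons 14 lay from A to K, and of the 14 called higher 13 lay from N to Slc26. All heat-shock genes named here except Ubb lie from A to K. The 4 stretches were drawn after the values were seen.

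**Figure D4:**
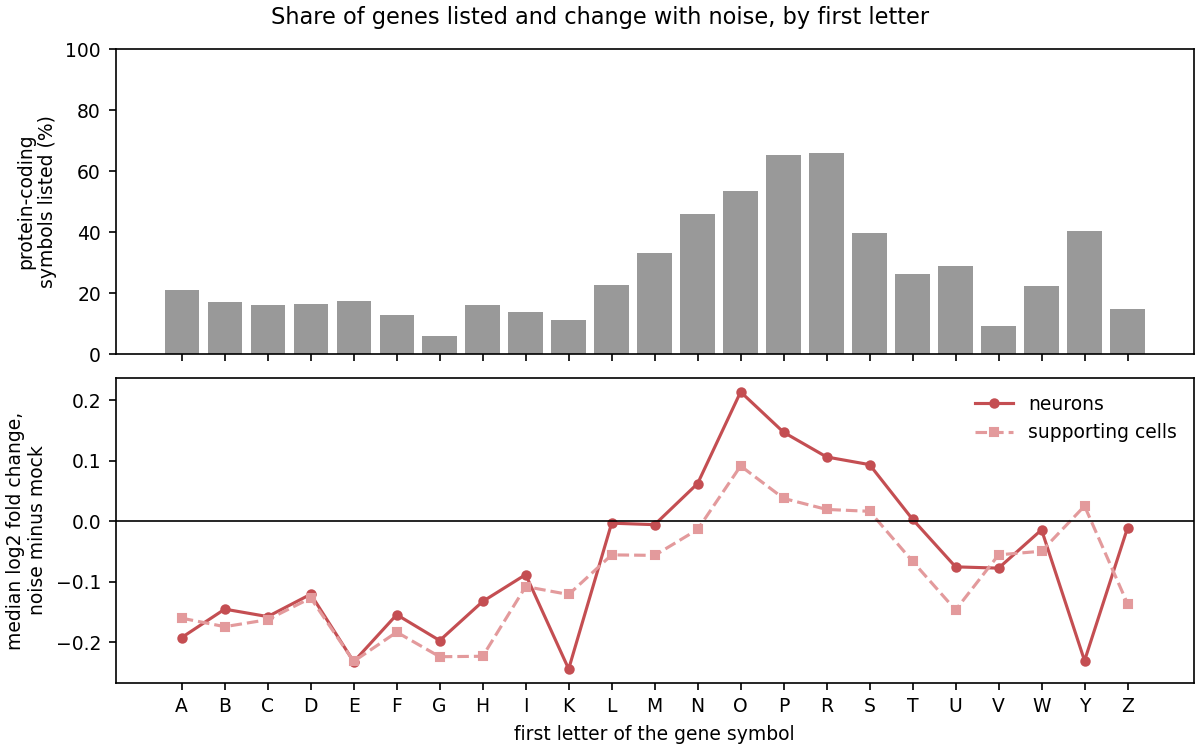
Percentage of protein-coding symbols listed in the files (top) and median log2 fold change with noise (bottom; circles, neurons; squares, supporting cells) by first letter, for the 23 letters with at least 10 genes tested. The share listed reached 65.8% at R and was 5.96% at G, and the medians in neurons were 0.11 and -0.20 at these letters.

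Regions of the treatments could not be separated from how they were captured. Each treatment had its own name prefix for captured areas, and none held both, so slide or scan and treatment cannot be told apart.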

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

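In this part, the tests of counting error, of the negative probe in reads, of matched random lists, of glia ratios, of slide or scan, without noise neuron replicate 6 and with the olfactory receptor mean were chosen after the results were seen; the counts over other splits were not.

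Among 14 quantities in the 8 noise supporting-cell regions, 4 had 1 region far from the others by Dixon's criterion, which chance reaches in about 1 in 20 groups. The negative probe of replicate 2 was at 1.89, where the other regions lay between 1.24 and 1.44. That region was shallow, and 1 of its reads was worth 1.56. In reads its negative probe was at 1.21, below the highest other region (1.99), which fits a floor of 1 read that is worth more in a shallow region as a technical explanation. Rgs19 in replicate 2 was at 15.6 (others 8.32 to 11.4) and Pmp22 in replicate 2 at 12.5 (others 4.16 to 7.48). Their 10 and 8 reads were within counting error of the 6.59 and 3.83 expected from the other regions (exact Poisson p 0.171 and 0.0633), so counting error may suffice for both. Hsf1 in replicate 6 was at 3.74 (others 0.78 to 1.56), from 6 reads where 1.61 were expected (exact Poisson p 0.00617), which counting error alone did not explain, though it is 1 of 14 quantities examined. A difference between animals stays open, since regions were not tied to animals, and no biological explanation was tested.

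The noise effect on the neuron list differed between region types: the median difference was -0.67 (camera p 3.32e-08; with an estimated correlation 0.0079), and -0.50 without noise neuron replicate 6 (p 3.33e-05). Of 100 splits of the regions, 4 gave a camera p at least as small, the lowest 2.18e-13, so chance was excluded narrowly and some splits went beyond the real one. Leaving out the region of equal values did not remove the fall, as the list's median in neurons was -0.42 without it (camera p 1.9e-06). With all neuron regions the real camera p was 1.91e-10 and the lowest of the other splits 5.92e-10. Those splits kept the region of equal values, and none were made without it. Chance was therefore not tested for the p of 1.9e-06. A loss common to genes of the same level was weighed next. Among 10000 random lists matched on mock level, the list's median was at percentile 1.04 with all regions and 11.8 without that region. When the lists were matched on alphabetical stretch as well it was at percentile 0 with all regions and 1.07 without that region. Each comparison took level and change from separate sets of mock regions. With all mock regions for both, the percentiles were 2.98 and 15.1 on level, and 0.2 and 4.22 on level and stretch. With the olfactory receptor mean as a covariate the list in neurons was at -0.20 (camera p 0.205), and the difference between region types was -0.31 (camera p 0.00949). That fit kept the region of equal values, which had the highest olfactory receptor mean of all regions. Without it and with the covariate the list was at -0.25 (camera p 0.018) and the difference at -0.33 (camera p 0.00416). The fall was thus smaller with the covariate, and its camera p was below 0.05 once that region was left out. That threshold may say little for this list. The other splits in neurons, with that region and without the covariate, had a median camera p of 0.00925. Splits for the fit with the covariate and without that region were not made. A weaker signal over background in noise neurons stays open as a candidate explanation for the fall, in part or in full. So do an effect of noise on neurons and slide or scan. Slide or scan cannot be told apart from treatment (0 captured-area names held both treatments).

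The glia list moved the other way, with a median difference of 0.50 (camera p 0.00425; with an estimated correlation 0.0125; with a pseudocount of 0.1 0.0597). Of 100 splits 10 gave a camera p at least as small, the lowest 8.48e-06, so chance was not excluded for this difference. Its fall in supporting cells was clearer: 1 of 100 splits, the real one, gave a camera p as small (1.01e-11; the lowest other 2.9e-06). The median of -0.87 lay below all 10000 lists matched on level and stretch (percentile 0), whose median was -0.15, which argues against a loss common to such genes. A smaller share of glial tissue in the captured areas would lower its genes alike. Among the 5 glia genes at or above 2 times the olfactory receptor mean, background-subtracted log2 ratios were -1.66 for Pmp22 (SE 0.35), -2.23 for Mbp (SE 1.10) and -1.12 for Cnp (SE 0.54). The largest difference of a pair among the 5 was 0.956 SE, consistent with such a share, though the errors are wide. It stays open beside a change in glial expression after noise and slide or scan.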

How the results depend on the processing

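Alternatives named TMM, common floor, without noise neuron replicate 6, without shallow regions, olfactory receptor covariate (with and without noise neuron replicate 6), region-of-interest block, edgeR, DESeq2 and voom, leaving out each noise supporting-cell region, and the estimated correlation for the marker lists, were chosen after seeing the data.

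Noise against mock in neurons gave 35 genes. It gave 61 with DESeq2 size factors (9 higher, 52 lower), 55 with TMM (13 higher, 42 lower), 77 with a pseudocount of 10, 8 with the negative probe subtracted, 65 with log2 total as a covariate, 3 with the olfactory receptor covariate (also 3 without noise neuron replicate 6), 175 by edgeR (17 higher, 158 lower), 133 by DESeq2 (12 higher, 121 lower), 76 by voom (6 higher, 70 lower) and a median of 0 (range 0 to 5) with 5 regions per group. DESeq2 gave no adjusted p for 3693 genes in this comparison and 4143 in supporting cells. EdgeR called 30 of the 35 genes and DESeq2 21. Apart from the replicate block, given below, the other alternatives stayed within 1.5 times, from 25 to 51, among them 31 without noise neuron replicate 6.

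Noise against mock in supporting cells gave 17 genes (3 higher, 14 lower). It gave 6 with a pseudocount of 0.1, 4 with only the groups compared, 1 with the negative probe subtracted, 9 by edgeR, 11 by DESeq2 and a median of 2 (range 1 to 27) with 5 regions per group. Without 1 noise region at a time it gave 3 to 18, with 7 without replicate 8. Elof1 and Rgs19 were not in the count tests, which took no gene with an entry lacking a number. DESeq2 size factors gave 17 genes, 5 higher and 12 lower. No count for the difference of effects was above 0 except 1 gene with a pseudocount of 10; draws of 5 regions per group ranged from 0 to 2 (median 0). Neurons against supporting cells under mock gave 894 genes (630 higher in neurons), 970 with DESeq2 size factors (564 higher), 550 with the negative probe as a covariate, 587 with log2 total, 425 with the olfactory receptor covariate (407 without noise neuron replicate 6), 518 by DESeq2 and 283.5 with 5 regions per group. With the negative probe subtracted it gave 1071 (1001 higher in neurons, 70 lower) and by voom 1122 (505 higher, 617 lower). Subtracting the negative probe moved the median of all genes from -0.05 to 0.22 in that comparison and from -0.03 to 0.09 for noise in supporting cells. Where the alternative's construction does not show it, as fewer regions do, the cause was not tested.

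The label replicate numbers were not shown to pair regions. Same-numbered regions had residual correlations above 0.1 in 0 of 12 pairs of noise and mock neurons, 0 of 8 of supporting cells and 0 of 14 of mock neurons and supporting cells. As a replicate block they gave 20, 13, 0 and 852 genes in the 4 comparisons in the order above, and with log2 total 51, 8, 0 and 549. Neuron and supporting-cell regions of the same captured area were slightly closer, with median residual correlations of 0.028 after mock and 0.016 after noise. For same-numbered neuron and supporting-cell regions these medians were 0.0087 and -0.0012. Pairs of the same captured area were above 0.1 in 0 of 14 mock and 1 of 7 noise pairs. Regions known to share an area thus seldom passed this limit, so it cannot rule out that the numbers pair regions. The captured area as a block gave 35, 17, 0 and 902 genes.

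The heat-shock list kept its direction throughout. It was past camera's threshold in neurons except with the olfactory receptor covariate (-0.20, p 0.0593), and in supporting cells except with that covariate (-0.24, p 0.0526) and with an estimated correlation (-0.21, p 0.053). With the covariate but without noise neuron replicate 6 it was just past the threshold in both, at -0.22 (p 0.0476) and -0.24 (p 0.0430). The immediate-early list in supporting cells, with camera p 0.037, lost the threshold without a filter (0.16, p 0.0904), with a stricter filter (0.29, p 0.128), with the replicate block (0.24, p 0.0588) and with the replicate block and log2 total (0.28, p 0.0617); the cause was not tested. For the named genes 755 values were recomputed: 687 kept their side of the threshold and direction, 49 lost the threshold, 2 gained it and 17 reversed, 0 of these past the threshold in either setting; 7 had no adjusted p from DESeq2. The losses were most frequent with the negative probe subtracted (10) and the olfactory receptor covariate (8, and 8 without noise neuron replicate 6).

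Most values that reversed were close to 0. Hsf1 in neurons (0.06) became -0.00567 with DESeq2 size factors, -0.0703 with the negative probe subtracted, -0.00231 without noise neuron replicate 6, -0.109 with the olfactory receptor covariate (-0.0747 without that replicate), -0.0223 by edgeR and -0.112 by voom. Hsph1 in supporting cells (-0.02) became 0.0811 with the negative probe subtracted, 0.0325 with a common floor, 0.0270 without shallow regions and 0.0165 with the olfactory receptor covariate (0.0579 without noise neuron replicate 6). The difference of effects for Jun (0.05) became -0.0550 with DESeq2 size factors, -0.198 with the negative probe subtracted, -0.0103 with TMM, -0.00510 without shallow regions and -0.0927 with the region-of-interest block. The neuron list in supporting cells (-0.03) became 0.0132 with DESeq2 size factors, 0.00792 with a pseudocount of 10, 0.0385 with the negative probe subtracted, 0.0704 without shallow regions and 0.110 with the olfactory receptor covariate. The immediate-early list in neurons (0.16) became -0.19 with a stricter filter (camera p 0.368).

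Upper-quartile scaling and limma with a pseudocount of 1 were the main setting, and 0 regions had total reads under the planned limit for shallow regions, so these alternatives gave no value. The 5 shallow regions left out in the alternative above were under another limit, on reads above 1 per gene, chosen after seeing the data. A 2-fold change was called in 20.5% of simulated genes in supporting cells and in 48.1% in neurons; these comparisons differ in both depth and number of regions, which were not separated.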

Other observations

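In this part, the tests along the alphabet, of matched heat-shock lists, of Elof1, of slide or scan, of entries without a number and of neighbouring regions were chosen after the results were seen; the counts over other splits were not.

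Other splits of the regions into groups of the same sizes were counted, 100 per result with the real one included. In neurons 1 split, the real one, gave 35 or more genes (highest other 1), in supporting cells 1 gave 17 or more (highest other 4), and for neurons against supporting cells 1 gave 894 or more (highest other 96), so chance was excluded for these counts as far as regions are independent. For the difference of effects the real count was 0, so all 100 splits gave at least as many (highest other 3) whatever the data, and nothing about chance follows. For the heat-shock list 1 split in neurons (lowest other camera p 0.000281) and 9 in supporting cells (lowest other 5.36e-05) gave a camera p at least as small, so chance was excluded in neurons and not in supporting cells. For the immediate-early list these were 98 (lowest other 0.0181) and 3 (lowest other 0.0193). For the neuron list they were 1 in neurons (lowest other 5.92e-10), 90 in supporting cells (lowest other 0.000102) and 1 between region types under mock (lowest other 2.66e-12). For the glia list they were 1 in neurons (lowest other 0.00208) and 1 between region types (lowest other 1.09e-07). For the bone and connective tissue list they were 1 in neurons (lowest other 0.0212), 37 in supporting cells (lowest other 0.00938), 27 for the difference (lowest other 0.0163) and 23 between region types (lowest other 0.0321).

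The shift of noise fold changes along the alphabet has no counterpart in the design. Depth did not remove it: with log2 total as a covariate the gap between N to Slc26 and A to K in neurons was 0.32 (SE 0.05). The level of the genes did not either, with a gap of 0.29 (SE 0.05) among genes matched on mean value. With the olfactory receptor mean as a covariate the gap was 0.20 (SE 0.06), but those genes lie from N to Slc26 themselves, so this alone decides nothing. Among the other genes, and without noise neuron replicate 6, the gap was 0.30 (SE 0.05) and with the covariate 0.18 (SE 0.05). The gap was thus smaller with the covariate and stayed above 0. The covariate is 1 measure of background and may adjust for it only in part. A lower signal over background in noise regions therefore stays open as a cause, in part or in full. Across 23 letters the share of protein-coding symbols listed and the median log2 fold change in neurons had a Spearman rho of 0.67 (permutation p 0.0011), and 0.70 in supporting cells (p 0.0008); letters are not independent replicates. A candidate explanation is that the rows were selected by different criteria along the alphabet before deposit, which these files cannot show directly. No biological explanation was tested.

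This bears on the heat-shock list, whose genes lie mostly from A to K. Against 10000 random lists matched on mock level alone, the list's median of -0.25 in neurons was at percentile 0.42, and -0.22 in supporting cells at percentile 0.49. Matched on level and alphabetical stretch, the random lists had medians of -0.22 and -0.17, and the heat-shock list lay at percentiles 25.5 and 22.6. Without noise neuron replicate 6 its median in neurons was -0.26, at percentile 0.2 on level alone and 22.1 on both. These medians are averages over 2 sets of mock regions, with level from 1 set and change from the other. With all mock regions for both, the medians were -0.30 and -0.21. On level and stretch they lay at percentiles 6.75 in neurons (7.33 without replicate 6) and 33.1 in supporting cells. By these tests its fall is consistent with a change common to listed genes of the same level and stretch, less closely in neurons with all mock regions. The test covers 18 of 32 genes and says nothing of Hspa1a, Hspa1b, Dnajb1 and Hspb1, which were not analysed here.

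Elof1 stood apart in supporting cells. Background shared with genes not expected in cochlea did not account for it there, since 0 of 465 olfactory receptor genes rose in supporting cells by as much as its 2.49 (highest 0.86). Nor did a pair of regions: without the 2 highest noise regions the difference of mean log2 values was 1.98 (SE 0.44). In neurons 0 of the 465 rose by as much as its 1.20 (SE 0.21; highest 0.78), but its call ended with the olfactory receptor mean as a covariate. Elof1 was then at 1.05 (SE 0.26, adjusted p 0.0604), and at 0.92 (SE 0.26, adjusted p 0.188) without noise neuron replicate 6, so the change was smaller and its error larger. Background thus stays open for part of the rise in neurons. Slide or scan cannot be told apart from treatment, with 0 captured-area names holding both, and stays open beside an effect of noise.

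Entries without a number touched 59 genes in noise supporting-cell regions, 35 of them tested. They include Elof1 and Rgs19, 2 of the 3 genes called higher there, where 0.0224 would be met by chance (Fisher's exact test, one-sided, p 0.000162), and 0 of the 14 called lower. The 59 genes had a median log2 fold change of -0.13. Random genes with their highest noise value left out had -0.16, a difference of 0.031, and the observed median lay within the spread of 1000 such sets (-0.25 to -0.07). Random removal gave -0.05, a difference of -0.0862. The observed median lay only just outside the spread of those sets (-0.13 to 0.04), so the evidence against it is slight. Removal of high values may thus be behind these entries, in which case the values of Elof1 and Rgs19 in noise supporting cells would be underestimates. No biological explanation was tested.

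Regions next to each other in the numbering of captured areas were no more alike than other pairs of a group: their residuals correlated at -0.077 on average over 46 pairs, against -0.0821 over 259 others, a difference of 0.00511 (permutation p 0.578). A shared animal or section for neighbours was not shown, and this does not show that the regions were independent.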
